A study of Mus musculus with 10 samples. Its data were reported in "Loss of the transcription factor RBPJ induces disease-promoting properties in brain pericytes" (2019).

How the data were processed

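Mouse brain pericytes of the line RD1 were profiled by ChIP-seq with antibodies against RBPJ, H3K4me1, H3K4me3 and histone H3, beside input chromatin, with 2 replicates of each. Groups and replicate numbers were taken from the sample titles. The 2 RBPJ samples had peak files, and these were analysed. The other 8 samples were not analysed here.

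According to the methods of the study, the authors aligned reads to GRCm38 with bowtie, reporting a single position per read and dropping reads with more than 3 matching positions, and removed duplicate reads. They called RBPJ peaks with MACS2 and PeakRanger in each replicate, merged peaks within 2 kb, kept regions with at least 3 overlapping calls over both methods and both replicates, and removed blacklisted regions. The deposited values are start and end positions in bp of 1 consensus list, with no score, signal or summit. Such a list cannot show differences between replicates, and a site near the calling threshold is either present or absent without a measure of its strength. Merging widens intervals, so that the centre of a wide interval need not be the bound site. Although peaks within 2 kb were merged by the authors, 28 of 11073 neighbouring pairs in the list were at most 2 kb apart. Depth per sample was not available here, and the precision given is that of counting peaks.

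Starts were read as counted from 1, as in the study's own listing of the peaks, and width was end minus start plus 1. The deposited build was compared with the reference used (GRCm38.p6, GENCODE release M21): chromosome names matched and 0 peaks ran past a chromosome end. The TSSs were the 54327 distinct starts of protein-coding transcripts. A peak was proximal when its centre lay within 1 kb of one and distal otherwise. The H3K4me1 and H3K4me3 data, which the study used for this division, were not used here. Random placements (1000) kept the chromosome and width of each peak and avoided runs of at least 1 kb of undetermined bases. Motifs were searched on both strands in the central 200 bp, and each window was shuffled 20 times with its dinucleotide counts kept. The first shuffle was used in the exact McNemar test and the mean of 20 as background. Hexamer ratios were calculated on counts plus 1. Regulatory domains followed the basal plus extension rule of GREAT (5 kb upstream, 1 kb downstream, up to 1 Mb), computed from 21938 protein-coding genes and the peak centre. For these domains and for distances to named genes, the TSS was the 5' end of the gene, without its other transcript starts. Random gene lists (10000) were matched on 10 classes of domain length, and p-values were adjusted over 5 lists by the Benjamini-Hochberg method. The lists were 12 genes the study named as bound, 8 other TGF-beta and matrix genes, 5 pericyte markers, 5 contractile and filament genes, and 31 Notch pathway genes from general knowledge. Ctgf was matched to its current symbol Ccn2. Difference in median width was tested with 100000 resamples, and other comparisons used Fisher's exact and exact binomial tests. All tests were two-sided, and intervals are 95% exact (Clopper-Pearson) binomial intervals unless stated.

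Genes named in the text followed a rule set before the data were examined: each gene of the list named by the study in full (except a gene that is not reported here), of the other lists the genes without a peak, and the 5 widest peaks. Other genes and chromosomes singled out in the text were chosen after their values were seen. Alternatives covered the distance limit, the TSS set, the peak edge, peaks of at least 500 bp, windows of 100 bp and whole peaks, related motifs, genomic windows 5 kb to either side, smaller domains and unmatched lists. Selecting peaks by score was planned but not run, since the list has no score.

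Motif shares and ranks, the proximal share, regulatory domains, random gene lists and gaps of motif pairs were tested on simulated data. The differences between proximal and distal peaks, the share of genes with a peak and the share of peaks on chromosome X were not simulated. TGGGAA was planted in 20.6% of 11094 shuffled windows. The excess over new shuffles, divided by the share of shuffled windows without the motif, recovered 20.7%, and TGGGAA ranked 1 among hexamers. The excess given for the peaks is without this division. With nothing planted, the exact McNemar test gave p = 0.770. When 30.4% of 11094 randomly placed peaks were moved to a TSS, 30.6% were recovered, again with the excess divided. Of 40 unmoved placements, 0 passed the threshold of 0.05 in a permutation test against 100 other placements. That is fewer placements than the 1000 used for the peaks. Of 200 random lists of 20 genes, drawn from 21938, 5.5% passed that threshold. Pairs were planted at a gap of 16 bp in every 100th of 11094 windows, and 16 bp was then the most frequent gap. The binomial test of the gaps was not simulated. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.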

Results

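Binding of RBPJ, the DNA-binding transcription factor of the Notch pathway, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in RD1 cells, which the labels describe as mouse brain pericytes, the mural cells that cover capillaries. The series holds 10 samples in 5 groups of 2 replicates each: RBPJ, H3K4me1, H3K4me3, total histone H3 and input chromatin. Peak files of the 2 RBPJ samples were analysed, and the other 8 samples were not analysed here. The files for RBPJ replicates 1 and 2 were identical in every byte, so they were treated as 1 list. All 11094 peaks of replicate 1 overlapped a peak of replicate 2 by at least 1 bp. The list gives a chromosome, a start and an end for each peak, with no height, score or read count. The depth of sequencing was not available here. No spread between replicates could therefore be calculated, and the intervals and tests below describe this list of peaks and cover counting error only.

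The peaks covered 12.9 Mb, or 0.487% of the chromosomes outside undetermined bases. Their median width was 690 bp, with quartiles of 382 and 1419 bp, and single widths ran from 102 to 185896 bp. A minimum width of 500 bp left 7072 peaks. The median gap between neighbouring peaks was 67.5 kb.

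Histone marks were included in the series to tell proximal from distal RBPJ sites, and these were separated here by distance to the nearest transcription start site (TSS) of a protein-coding gene instead. Of the 11094 peaks, 5489 had their centre within 1 kb of a TSS, a share of 49.5% (95% exact binomial interval 48.5 to 50.4%). Random placements of the same widths on the same chromosomes gave 2.58% ± 0.147 (SD of 1000 placements), and the difference had p = 0.002 in a two-sided permutation test, the smallest value that 1000 placements can give. Among the alternatives, the width filter moved the share most, to 59.1% among peaks of at least 500 bp, and the distance limit gave from 42.8% within 500 bp to 57.3% within 5 kb. Another 864 peaks (7.79%) lay over 1 to 5 kb from a TSS, 3008 (27.1%) over 5 to 50 kb, 1632 (14.7%) over 50 to 500 kb and 101 (0.910%) farther away. Peak centres fell in coding exons of protein-coding genes in 6.63% of cases, in untranslated regions in 18.0%, in introns in 35.0% and outside protein-coding genes in 40.4%. In a single random placement these shares were 1.59%, 1.51%, 38.9% and 58%.

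Proximal peaks were wider than distal ones. The median width was 829 bp for the 5489 proximal peaks (quartiles 512 and 1396 bp) and 523 bp for the 5605 distal peaks (quartiles 307 and 1457 bp). The difference of 306 bp had p = 1e-05 in a two-sided permutation test, the smallest value that 100000 resamples can give. The upper quartile was nevertheless higher in distal peaks.

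The next question was whether the peaks hold the core RBPJ recognition sequence TGGGAA. It was present on either strand in the central 200 bp of 2862 of the 11094 peaks, or 25.8% (95% exact binomial interval 25 to 26.6%). Shuffles of the same windows that kept their dinucleotides held it in 12% ± 0.271 (SD of 20 shuffles). In the comparison with 1 shuffle, the motif was found only in the peak window for 2437 peaks and only in the shuffled window for 928, with p = 2.42e-154 in a two-sided exact McNemar test. Genomic windows 5 kb to either side of the peak centres held TGGGAA in 18.2% of 22188 cases, and their own shuffles in 14.1% (two-sided Fisher's exact test of these windows against the peaks, p = 6.60e-57). This test does not use the pairing of each peak with its own neighbouring windows. For the 48 peaks over 10 kb wide, those windows lay at least partly inside the peak. The excess over background was thus 13.7 percentage points against shuffles and 7.59 points against neighbouring sequence. The longer motif GTGGGAA occurred in 9.28% of peak windows and in 2.98% of shuffled windows. Across whole peaks TGGGAA was present in 64.9%, with 43.0% in whole shuffled peaks.

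**Figure D1:**
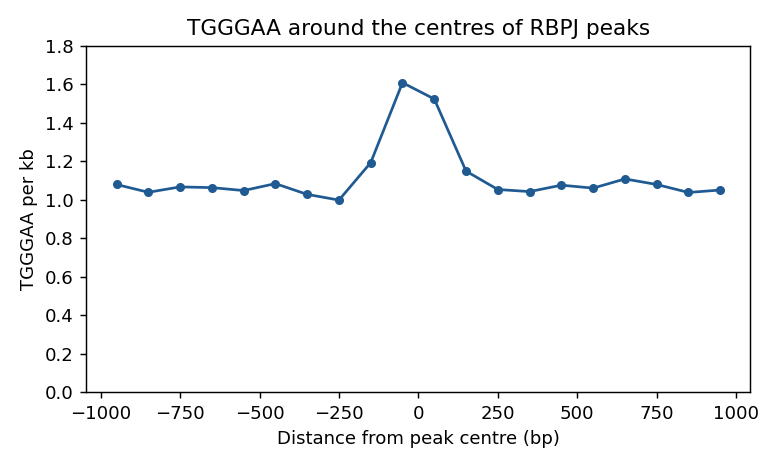
TGGGAA occurrences per kb (y axis) in 100 bp bins against distance from the peak centre in bp (x axis), over all 11094 peaks. The highest bins, at 1.61 and 1.52 per kb, are those next to the centre, and the bins beyond 200 bp lie between 0.999 and 1.11 per kb.

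Without assuming a motif, all 2080 hexamers were ranked by their occurrence in the central 200 bp against the 20 shuffles, with reverse complements merged. TGGGAA ranked 4, with 3422 occurrences and a log2 ratio of 1.26, after ACACAC (1.48), TATATA (1.38) and CACACA (1.27), which are dinucleotide repeats. In the central 100 bp it ranked 1, with a log2 ratio of 1.44. Against the windows 5 kb away it ranked 566, behind hexamers rich in C and G such as CGCCGC, with a log2 ratio of 0.61. The related hexamer TGAGAA ranked 228 against shuffles.

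TGGGAA was less frequent in proximal than in distal peaks. It was found in 887 of 5489 proximal windows (16.2%, 95% exact binomial interval 15.2 to 17.2%) and in 1975 of 5605 distal windows (35.2%, 34.0 to 36.5%), a difference of -19.1 percentage points with p = 5.88e-119 in a two-sided Fisher's exact test. Shuffled windows held it in 9.37% of proximal and 14.7% of distal cases, so that part of the difference followed base composition. After these shares were subtracted, a difference of -13.8 points was left. GC content averaged 64.5% ± 10.7 in proximal and 49.7% ± 8.28 in distal windows (SD over peaks). In windows 5 kb away, the motif share was 17.6% beside proximal and 18.8% beside distal peaks. The share in proximal peaks was lower than that of the neighbouring windows, with a difference of -1.44 points (two-sided Fisher's exact test, p = 0.0212), whereas distal peaks were 16.4 points above theirs (p = 4.33e-117 in the same test). The test takes all windows as independent and ignores that each peak has its own neighbouring windows, so the small proximal difference is uncertain. Base composition differed between these windows, and shuffles of the windows beside proximal peaks held the motif in 13.9%. Relative to their own shuffles the order was the opposite, with 1.72 times in proximal peaks and 1.27 times in the windows beside them, a difference that was not tested. The motif share also fell with width, from 41.1% of 4022 peaks under 500 bp to 17.1% of the 7072 wider peaks.

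**Figure D2:**
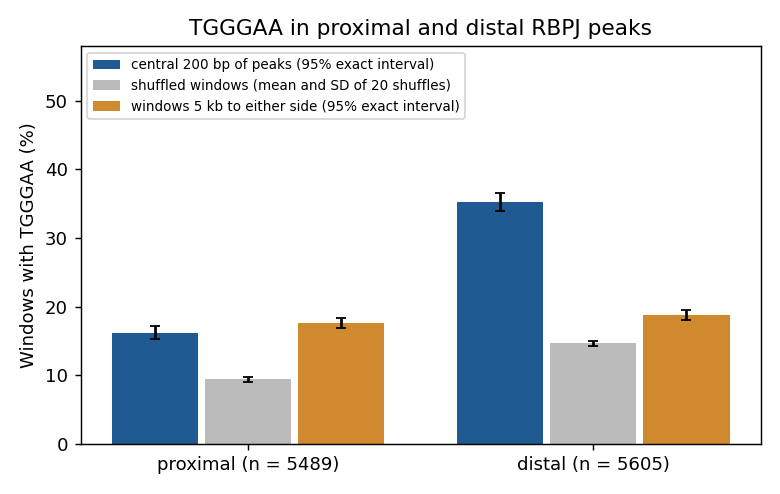
Percent of 200 bp windows with TGGGAA (y axis) for proximal and distal peaks (x axis), with bars for peak windows, shuffled windows and windows 5 kb away, and error bars as given in the key. Distal peaks, at 35.2%, stand above both backgrounds, and proximal peaks, at 16.2%, stand above the shuffles of peak windows only.

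RBPJ complexes can bind paired sites that face each other, so head-to-head pairs of TGRGAA and TTCYCA (R is A or G, Y is C or T) were counted in whole peaks at gaps of 11 to 21 bp. Of 305 pairs, 76 had the gap of 15 to 17 bp chosen before the data were examined, or 24.9% (95% exact binomial interval 20.2 to 30.2%). Uniform gaps would give 27.3%, and the two-sided exact binomial test gave p = 0.369. The range came from general knowledge, with the gap counted as the bases between both motifs. Whether published spacings are counted in the same way was not checked. The test therefore holds only for the range as counted here, and a shift by 1 bp could include the 14 bp gap. The pairs were not spread evenly over the gaps. A gap of 14 bp accounted for 99 pairs and a gap of 15 bp for 36, whereas every other gap had 14 to 24. Shuffled peaks held 7.75 pairs at 14 bp on average. With the 14 bp gap left out, an alternative chosen after seeing the data, the share at 15 to 17 bp was 36.9% of 206 pairs against 30% for uniform gaps (two-sided exact binomial test, p = 0.0333).

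**Figure D3:**
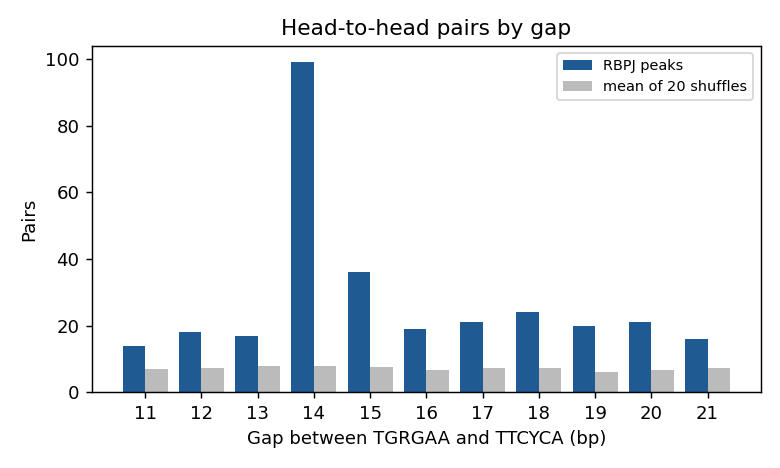
Number of head-to-head pairs of TGRGAA and TTCYCA (y axis) by the gap between them in bp (x axis), in RBPJ peaks and as the mean of 20 shuffles. The 99 pairs at 14 bp exceed the 36 pairs at 15 bp, the next highest gap.

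To relate peaks to genes, each of 21938 protein-coding genes was given a regulatory domain after the rule used in the study, from 5 kb upstream to 1 kb downstream of its TSS and extended to the neighbouring domains by up to 1 Mb. A peak centre lay in the domain of 10004 genes, or 45.6%. Random placements gave 38.0% ± 0.270 (SD of 1000 placements; two-sided permutation test, p = 0.002, the smallest value possible). Restricting domains to their basal part moved this result most, to 27.1% of genes against 2.61% at random. Genes with a peak had longer domains, with a median of 126 kb against 68.0 kb for genes without one.

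The lists of genes fixed before the data were examined (5 in all) were then compared with 10000 random lists matched on domain length. All 12 genes that the study named as bound had a peak in their domain, against 6.16 ± 1.72 in the random lists (SD; two-sided permutation test, Benjamini-Hochberg adjusted over the 5 lists, p = 0.00150). The study chose these genes from the same peaks, so the result is not independent evidence. Of 31 Notch pathway genes, 25 had a peak, against 15.2 ± 2.73 at random (same permutation test and adjustment, p = 0.00150). The genes of this list without a peak were Notch4, Dll3, Heyl, Dtx1, Mfng and Rfng. No difference from random lists was detectable for the other 3 lists at their sizes. Among 8 further TGF-beta and matrix genes, 2 had a peak (4.13 ± 1.39 at random; adjusted permutation p = 0.367), namely Ccn2, listed as Ctgf, and Postn, and Fbn1, Hspg2, Timp1, Tnc, Mmp10 and Mmp25 had none. Among 5 pericyte markers, 4 had a peak (2.34 ± 1.11 at random; adjusted permutation p = 0.367, where the smallest that 0 or 5 of 5 genes would give was 0.0720) and Anpep had none, and the single peak of Pdgfrb was the 185896 bp interval described below. Among 5 contractile and filament genes, 2 had a peak (2.09 ± 1.08 at random; adjusted permutation p = 1, with 0.0373 as the smallest in the same sense), and Acta2, Tagln and Nes had none. With basal domains alone, 5 of the 12 named genes had a peak against 3.16 at random, and the adjusted permutation p was 0.919.

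The 12 named genes differed in where their nearest peak lay (coordinates on GRCm38). Distances were taken to the 5' end of each gene, and its other transcript starts, which may lie closer to a peak, were not considered. Of the 12, 4 had a peak centred within 1 kb of their TSS so defined. Fn1 (chromosome 1) had a peak from 71650922 to 71653571, centred 954 bp downstream of the TSS in an intron, with 3 TGGGAA sites. At Itga3 (chromosome 11) the peak ran from 95076042 to 95076995, was centred 283 bp downstream in an untranslated region and held 0 TGGGAA sites. Itga5 (chromosome 15) had a peak of 3374 bp from 103365224 to 103368597, centred 147 bp upstream of the TSS, with 3 sites. For Itga8 (chromosome 2) the interval from 12300968 to 12302097 was centred 390 bp downstream in an intron and held 1 site. Ccl2 (chromosome 11) had its peak from 82032089 to 82032373, centred 3340 bp upstream of its TSS within an intron of a protein-coding gene model, with 1 site.

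The following genes of the list had no peak centred in their basal domain. The nearest peak of Atf3 (chromosome 1, 191224222 to 191225645) was centred 6894 bp upstream and held 0 TGGGAA sites. At Tgfbi (chromosome 13, 56553382 to 56556242) the distance was 54711 bp upstream and the peak held 10 sites. Runx1 had its nearest peak 78117 bp upstream (chromosome 16, 92903794 to 92904739), with 3 sites. Tgfb3 had one 78422 bp downstream of its TSS (chromosome 12, 86000386 to 86000852), with 0 sites. That peak lay beyond the 3' end of Tgfb3, in an intron of another protein-coding gene. The farthest were Fbn2, at 206268 bp upstream (chromosome 18, 58416645 to 58416866), and Thbs1, at 273136 bp upstream (chromosome 2, 117838456 to 117839024), with 1 site each. Apart from the Tgfb3 peak, the peaks given for these genes lay outside protein-coding genes. The domains of the 12 genes held 33 peaks, where the density of peaks on their chromosomes would give 24.3. In the 908 kb domain of Thbs1 there were 6 peaks against 5.17 from density, and in the 147 kb domain of Atf3 there were 6 against 0.730. Without Atf3, 27 peaks compare with 23.5 from density. The domains of Itga8 (1 peak against 3.62) and Fbn2 (2 against 2.69) held fewer than density gives, and those of the other 10 genes held more.

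Peaks were unevenly spread over chromosomes. Chromosome X held 144 peaks, or 1.30% (95% exact binomial interval 1.1 to 1.53%), against 3.66% of protein-coding TSSs (two-sided exact binomial test, p = 6.15e-52). Chromosome 4 had 158 peaks, or 11.9 per 100 protein-coding genes, and chromosome 7 had 146, or 7.22 per 100. On the other 17 autosomes this number ran from 48.0 to 78.7, on X it was 15.2, and Y held 3 peaks. Hspg2, Tnc and Heyl lie on chromosome 4, Anpep and Dll3 on chromosome 7 and Timp1 on X, and the absence of a peak at these genes is subject to that difference. Random lists matched also on these chromosomes, an alternative chosen after seeing the data, left the named genes and the Notch list above random lists (adjusted permutation p = 0.0130 and 0.00400). For the named genes, which the study chose from the same peaks, this is again not independent evidence.

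**Figure D4:**
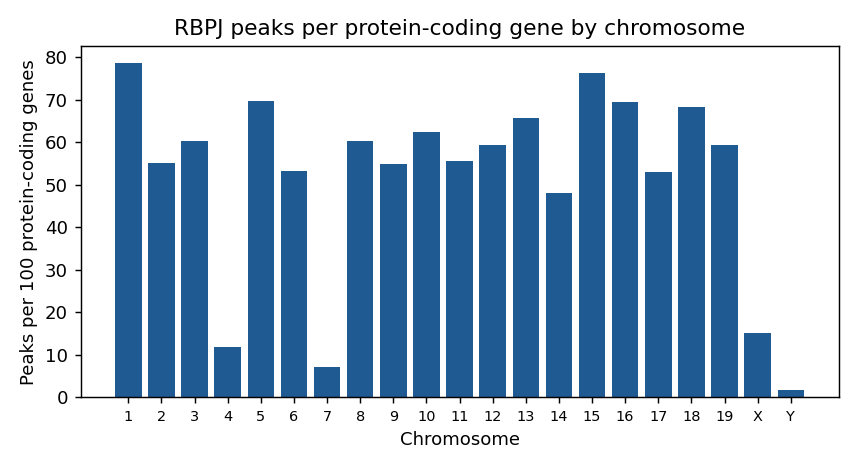
RBPJ peaks per 100 protein-coding genes (y axis) on each chromosome (x axis). Chromosomes 4, 7, X and Y lie at or under 15.2, and every other chromosome is at 48.0 or higher.

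The widest interval spanned 185896 bp on chromosome 18, from 60955939 to 61141834, and overlapped 6 protein-coding genes (Camk2a, Slc6a7, Cdx1, Pdgfrb, Csf1r and Hmgxb3). The next 4 by width were on chromosome 17 (13184735 to 13242275, 57541 bp, overlapping Smok2a and Smok2b), chromosome 13 (12892554 to 12944236, 51683 bp, with no protein-coding gene), chromosome 5 (15596310 to 15638113, 41804 bp, overlapping Speer4d) and chromosome 8 (20355555 to 20391853, 36299 bp, overlapping Gm15319).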

Values the study reported

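The study reported 11,094 RBPJ peaks in cultured brain pericytes. It counted 122 RBPJ-bound genes whose expression rose significantly after loss of Rbpj in pups at both P7 and P10.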

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

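The alternatives without chromosomes 4, 7, X and Y, without the widest 1% of peaks, with gene 5' ends only, with lists matched on chromosome, and those on gaps and soft-masked sequence in motif pairs were chosen after seeing the data. The proximal share of peaks, the share of genes with a peak, the TGGGAA share, the width and motif differences between proximal and distal peaks and the share of peaks on chromosome X kept their direction and their side of the threshold under each alternative run. The proximal share ran from 42.8 to 59.1%, and the TGGGAA share of the central 200 bp from 17.1% in peaks of at least 500 bp to 25.9% without the widest 1%. The list without RBPJ replicate 1 and the list without RBPJ replicate 2 both held 11094 peaks, because the files are the same. No paired analysis was possible because the 2 RBPJ files hold 1 list and no result compares samples between groups.

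The number of peaks moved to 7072 with a minimum width of 500 bp, by construction. The rank of TGGGAA moved from 4 to 1 in the central 100 bp, the cause was not tested, and to 566 against windows 5 kb away, a background that does not keep the base composition of the peaks and puts hexamers rich in C and G first. For motif pairs, the share at gaps of 15 to 17 bp went from below to above the uniform share without the 14 bp gap (36.9%), and likewise when soft-masked sequence was left out as well (36.4%, two-sided exact binomial test, p = 0.0640). The 99 pairs at 14 bp make up that difference. Under basal domains alone, the named genes with a peak fell to 5 of 12, no longer past the threshold, and the pericyte markers fell to 1 of 5, which is below rather than above the random lists, with adjusted permutation p = 1. Smaller domains catch fewer peaks by construction, and why these lists moved relative to random lists was not tested. The Notch list stayed above random lists in all 5 alternatives run, with 17 to 25 genes and adjusted permutation p from 0.000500 to 0.0160. A selection of the highest-scoring peaks was planned for 2 results and not run, since the list has no score. With depth not available here and 1 list, no result has a replicate check, and a gene without a peak cannot be read as unbound.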

Other observations

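The patterns below were seen in the list before they were tested, and the test of a single missing block was chosen only after binned counts had been seen. The input samples bear on some of them but were not analysed here, and no biological explanation was tested.

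Chromosomes 4 and 7 together had 304 peaks for 3350 protein-coding genes. That is 9.07 peaks per 100 genes, where the median of the other 17 autosomes was 6.63 times higher, so a lower number of genes does not account for the shortage. Nor does one missing block: 100% of the 31 bins of 10 Mb on both chromosomes lay under the 10th percentile of the 222 bins of the other autosomes, and each bin of 4 and 7 had a peak (bins with at least 5 genes). Repeat content was also ordinary: at most 35.4% of either chromosome was soft-masked, and the other autosomes ranged from 30.6 to 35.8%. On chromosome X the soft-masked share was 46.8%, and repeats were not excluded there. A random loss of peaks would leave ordinary peaks behind, but 4 of 6 features (width, proximal share and motif share on each of the 2 chromosomes) were outside the 95% range of 10000 draws of as many peaks from the other autosomes. The clearest was the motif: 41.8% of the 304 peaks had TGGGAA in the central 200 bp, against 20.4 to 30.3% in the draws and 21.4 to 30.6% in draws with as many proximal peaks. These peaks were also narrower, with a median of 568 bp (draws 604 to 798 bp). On chromosome 7 the median was 498.5 bp (draws 567.5 to 843.5 bp), and on chromosome 4 it lay within its draws. Over all peaks TGGGAA was more frequent in narrow ones. No draws were matched on width, so part of the motif excess may follow width. Fewer reads from these chromosomes against a fixed calling threshold could leave peaks richer in the motif, namely the sites with more evidence of binding. The proximal share did not go the same way (45.7%, draws 44.1 to 55.3%, and on chromosome 4 alone 38.0%, below its draws). On X, the motif share of 33.3% was just above the plain draws (18.1 to 32.6%) and within draws with as many proximal peaks (20.1 to 34.7%), so the same reading stays open there. A lower copy number of these chromosomes in the cultured cells may be a source of lower depth, as may a step of the processing applied by chromosome. Read depth of the input samples, not analysed here, would separate them.

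The widest 1% of intervals (111, each at least 6488 bp) were far wider than a single site. Sequence with more than 1 copy in the reference is a candidate explanation for a part of them: 39.0% of their sampled 50-mers recurred in the genome (95% bootstrap interval 33.0 to 45.0%), against 3.44% in the other peaks, and in 47 intervals over 50% recurred. The authors dropped reads with more than 3 matching positions, and 50-mers with few copies were not told apart from those with many. How much of the recurring sequence could give reads is therefore not known. Merged RBPJ sites remain open as well, since TGGGAA was 1.12 times as dense as in flanks of equal length (95% bootstrap interval 1.05 to 1.21). In the 47 intervals of recurring sequence that ratio was 1.1 (0.987 to 1.21), which does not exclude 1. In the other 64 intervals it was 1.13 (1.04 to 1.28), which does exclude 1.

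The widest interval, over Pdgfrb, is a different case. It was 3.23 times as wide as the next interval, and with a neighbour of 12.6 kb (60942027 to 60954625), 1.31 kb away, it formed a block of 199.8 kb. Only 1.5% of its 5000 sampled 50-mers recurred (95% exact binomial interval 1.18 to 1.88%), less than in the other peaks, which argues against copies in the reference. Its 237 TGGGAA sites gave a density 1.07 times that of its flanks (95% Poisson interval 0.912 to 1.25). That interval includes both 1 and the 1.12 of the widest 1%, so merged RBPJ sites stay open here too. Extra copies of this block in the cells, absent from the reference, may be considered as well, and the input samples would show them. Until then, whether the peak at Pdgfrb reflects RBPJ binding at that gene stays open.

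Pairs of TGRGAA and TTCYCA 14 bp apart made up 32.5% of the 305 pairs at gaps of 11 to 21 bp (95% exact binomial interval 27.2 to 38.0%; two-sided exact binomial test against uniform gaps, p = 4.46e-30, chosen after the gaps were seen). They lay in 99 different peaks on 20 chromosomes. Copies of one repeat would share sequence, but 10.1% of these pairs were in soft-masked sequence, against 10.7% of the pairs at other gaps, and 0% shared their spacer with another pair. A few wide intervals do not hold them either, as 0% were in the widest 1% of intervals. Nor is the gap common in nearby genome: in flanks of equal length 6.14% of 228 pairs had it (95% exact binomial interval 3.40 to 10.1%). Of the 99 pairs, 68 were in peaks under 500 bp, where their median distance from the peak centre was 21.5 bp, and 87 were in distal peaks, against 48 and 145 of the 206 pairs at other gaps. A candidate explanation, found and tested on the same peaks, is that complexes on paired RBPJ sites at this gap were recovered preferentially. Binding of another factor that recognises both motifs together was not tested.

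TGGGAA was less frequent in the centre of wide peaks. Proximity to a TSS does not explain it, because among distal peaks alone the share with TGGGAA differed by -26.2 percentage points between peaks of at least 500 bp and narrower ones (22.6 against 48.7%; two-sided Fisher's exact test, p = 1.36e-94). Outside the central 200 bp of 2790 wide distal peaks the motif was 1.30 times as dense as in the flanks (95% bootstrap interval 1.25 to 1.34), and 1.34 per kb there compares with 1.31 per kb in the centre. The centre of a wide interval may therefore often miss the bound site, and shares from central windows would then understate the motif in wide peaks.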
